A study of Mus musculus with 15 samples. Its data were reported in "Auxin-degron system identifies immediate mechanisms of OCT4" (2021).

How the data were processed

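RNA sequencing of mouse ESCs was re-analysed from the deposited gene counts of 15 libraries. OCT4, the product of *Pou5f1*, was removed by either of 2 routes. In CreER ESCs, which carry a floxed *Pou5f1* allele opposite a null allele, 4-OHT (500 nM) activated a Cre recombinase that deletes the floxed allele. CreER libraries were made at 0, 12, 18, 24 and 36 h with 2 replicates at each time. O4AID ESCs lack endogenous *Pou5f1* function, hold their wild-type *Oct4* transgene silenced with doxycycline, and live on an *Oct4* transgene fused to an auxin-inducible degron (AID). The auxin IAA (500 µM) marks that fusion protein for degradation, and 1 O4AID library was made at each of 0, 1.5, 6, 10 and 24 h. Groups, times and replicate numbers were taken from the sample labels alone.

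The authors depleted ribosomal RNA, sequenced directional paired-end libraries, aligned the reads to GRCm38/mm10 with TopHat2 and counted them per gene with featureCounts on an Ensembl annotation of the same build, with strand and multimapping settings that were not stated. The deposited per-library files hold raw read counts per gene, which were whole numbers with a different total in each library. The deposited normalised table holds a signal, which the authors made by TMM scaling of the counts. That table lists 16772 genes by symbol, of which 16404 were matched, and between 99.96% and 99.98% of the matched genes stood at a single factor per library relative to the counts. It was used for this check alone.

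Each count file lists 48801 entries. The 92 spike-in entries held 0 reads over the 15 libraries and were left out, which left 48709 genes, of which 48349 were matched to a symbol. Genes without a symbol held 0.0412% of the reads and stayed in the tests. The total per library was 21.7 to 30.8 M (mega) reads in CreER and 40.5 to 48.7 M in O4AID. The chi-square statistic per degree of freedom between replicates was 3.27 to 7.76, whereas a single library split in 2 would give a value near 1, so replicates were treated as separate libraries. The reads carry no molecular identifiers, so every interval given covers counting error only.

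CreER counts were tested with the quasi-likelihood method of edgeR 4.0.16 in R 4.3.3, with TMM factors, the filterByExpr filter, robust dispersion and a prior count of 0.125 in the fold changes. All 10 CreER libraries were fitted together and each time was contrasted with 0 h. Over the 18969 genes tested, p-values were adjusted by the Benjamini-Hochberg method and a gene was called at an adjusted p under 0.05. Lists of genes were tested with fry, the two-sided rotation test of limma 3.58.1, on voom values, with adjustment over 32 tests, 8 lists at 4 times. The camera test with an estimated correlation between genes was run beside it.

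O4AID times have no replicates, so no p-value was computed for them. Genes were called with the NOISeq-sim procedure, written from its published description in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and numba 0.67.0. It used TMM factors, zeros set to 0.5, the parameters pnr 0.2, nss 5 and v 0.02, and a probability over 0.9. The procedure simulates technical replicates from the 2 libraries compared, so its calls speak of those libraries and not of the conditions. Log2 changes in O4AID were ratios of TMM counts per mega-count (CPM) plus 1, with 95% Wilson intervals of each share of reads (SciPy 1.17.1) carried to the ratio. For a list, the median log2 change was given with a 95% interval from 2000 draws of the counts. Its percentile was taken among 10000 random lists of the same size, each gene drawn from the 200 genes nearest in mean expression, and describes the libraries without testing the treatment. A group with at most 3 counts in each library was taken as being at the detection floor.

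The comparisons, tests, alternatives, 8 gene lists and the rule for naming genes were fixed before the data were examined. Named genes were *Pou5f1* and the 9 pluripotency and 5 trophectoderm genes of the study. For CreER they were also the 5 largest rises and 5 largest falls at 36 h among genes with an adjusted p under 0.05, a mean of at least 50 counts over the 0 h and 36 h libraries and the same direction in both replicates. For O4AID they were the 5 largest rises and 5 largest falls at 24 h among genes with a probability over 0.9, a mean of at least 50 counts over the 0 h and 24 h libraries and the same direction at 6, 10 and 24 h, and the genes with a probability over 0.9 at 1.5 h, up to 5 in each direction. This gave 41 genes.

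The study pluripotency list held *Nanog*, *Sox2*, *Zfp42*, *Klf4*, *Tbx3*, *Tfcp2l1*, *Prdm14*, *Nr0b1* and *Sall4*, and the study trophectoderm list held *Cdx2*, *Gata3*, *Hand1*, *Krt7* and *Gcm1*. The study picked both sets in describing these same libraries. Counts adjusted over either list alone are therefore not independent evidence. The same holds for the fry p-values of both lists and for their places among matched random lists. A further list fixed with the others counted in the adjustment over 32 tests and is not reported here. The other trophoblast list held 13 genes (*Eomes*, *Elf5*, *Tfap2c*, *Prl3d1*, *Krt8*, *Krt18*, *Krt19*, *Plac1*, *Ascl2*, *Tead4*, *Dlx3*, *Tpbpa*, *Wnt7b*), of which 11 were used in the tests of each system. The primitive endoderm list held 8 genes (*Gata6*, *Gata4*, *Sox17*, *Sox7*, *Pdgfra*, *Dab2*, *Foxa2*, *Lama1*), of which 7 were tested in CreER. The formative epiblast list held 8 genes (*Fgf5*, *Otx2*, *Pou3f1*, *Dnmt3b*, *Dnmt3a*, *Lef1*, *Sox4*, *Zic2*). The list of p53 targets held 10 genes (*Cdkn1a*, *Mdm2*, *Ccng1*, *Trp53inp1*, *Phlda3*, *Sesn2*, *Eda2r*, *Bbc3*, *Zmat3*, *Pmaip1*). The list of targets of the aryl hydrocarbon receptor (AhR), which binds indole compounds, held 5 genes (*Cyp1a1*, *Cyp1b1*, *Ahrr*, *Tiparp*, *Nqo1*). No gene stood on more than 1 list. A list of 9 ERK pathway targets (*Dusp6*, *Spry2*, *Spry4*, *Etv4*, *Etv5*, *Egr1*, *Fosl1*, *Ier3*, *Dusp4*) and a list of 7 Wnt pathway targets (*Axin2*, *Sp5*, *Nkd1*, *Notum*, *Cdx1*, *T*, *Znrf3*) were added after the untreated libraries of the 2 lines had been seen to differ, and their 8 tests in CreER were adjusted separately.

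Each step was tested on simulated data first. The edgeR test recovered 193 of 200 changed genes, called 12 unchanged genes among 18672 tested, and called 1 gene at a time with no change. The fry test gave p 7.5e-08 for a list of falling genes and a p-value under 0.05 for 2 of 50 unchanged lists. NOISeq-sim recovered 96 of 200 changed genes with 0 calls among the unchanged genes of the 27857 compared. Of 200 unchanged lists, 9 lay outside the central 95% of their matched random lists, which were drawn from 15779 simulated genes. The libraries simulated for NOISeq-sim and for the matched lists differed by counting error alone, with each gene drawn independently. CreER replicates differed by more than that, so these checks do not show how many false calls real libraries would give.

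The alternatives for the CreER gene counts were size factors by the median of ratios (RLE), total-count scaling, no count filter, at least 10 counts in every library, DESeq2 1.42.0, the 4 libraries compared fitted alone, the replicate number as a block, an absolute log2 fold change of at least 1, and NOISeq-sim on merged replicates. For list and gene values they were the same scalings, prior counts or pseudocounts of 0.1, 2 and 5, the mean of a list in place of its median, the 1.5 h library as the O4AID reference, and leaving out each CreER replicate in turn. Leaving out replicates for the lists beyond those of the study, and every alternative for the ERK and Wnt lists, were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9. The raw reads and the other assays of the study were not used here.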

Results

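RNA-seq read counts were compared between untreated mouse ESCs and ESCs losing OCT4, the transcription factor encoded by *Pou5f1*. CreER ESCs lose the *Pou5f1* gene by recombination after 4-OHT, and 2 replicate libraries were sequenced at each of 0, 12, 18, 24 and 36 h. O4AID ESCs lose a degron-tagged OCT4 protein after IAA, and 1 library was sequenced at each of 0, 1.5, 6, 10 and 24 h. Replicates 1 and 2 of CreER held 24.5 and 29.2 M (mega) counted reads at 0 h, 30.8 and 24.8 M at 12 h, and 25.4 and 28.7 M at 18 h. They held 29.6 and 25.3 M at 24 h and 25.8 and 21.7 M at 36 h. The O4AID libraries held 48.7, 45.4, 41.1, 40.5 and 46.4 M reads in order of time. Every O4AID comparison rests on a single library at each time, so it compares those libraries, not the conditions.

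The first question was how far each route changed *Pou5f1* mRNA. *Pou5f1* (ENSMUSG00000024406) lies on chromosome 17 from 35506018 to 35510772 on the plus strand (GRCm38/mm10). In CreER its normalised expression was 328 ± 2.71 CPM (SD, n = 2) at 0 h, 230.2 ± 6.11 at 12 h, 168 ± 1.24 at 18 h, 137 ± 0.199 at 24 h and 121 ± 8.40 at 36 h. The log2 fold change against 0 h was -0.51 at 12 h (SE 0.043, adjusted p 5.15e-08) and -0.96 at 18 h (SE 0.044, adjusted p 1.89e-14). It was -1.26 at 24 h (SE 0.044, adjusted p 2.86e-17) and -1.43 at 36 h (SE 0.045, adjusted p 4.15e-19), with both replicates below both 0 h libraries at each of the 4 times. Total-count scaling moved the 36 h value most among the scalings, to -1.52. The counts cover the whole gene and do not show which exons remained.

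In O4AID the target of IAA is the protein of the degron-tagged transgene and not its mRNA. Counts per gene cannot separate reads of that transgene from reads of the silenced wild-type transgene or the endogenous gene. *Pou5f1* stood at 717 CPM at 0 h (95% Wilson interval 709.8 to 725), 816 at 1.5 h, 684 at 6 h, 670.0 at 10 h and 601 at 24 h. The log2 changes were 0.19 at 1.5 h (95% interval 0.16 to 0.21), -0.07 at 6 h, -0.10 at 10 h and -0.25 at 24 h (-0.28 to -0.23). Total-count scaling gave -0.14 at 24 h.

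**Figure D1:**
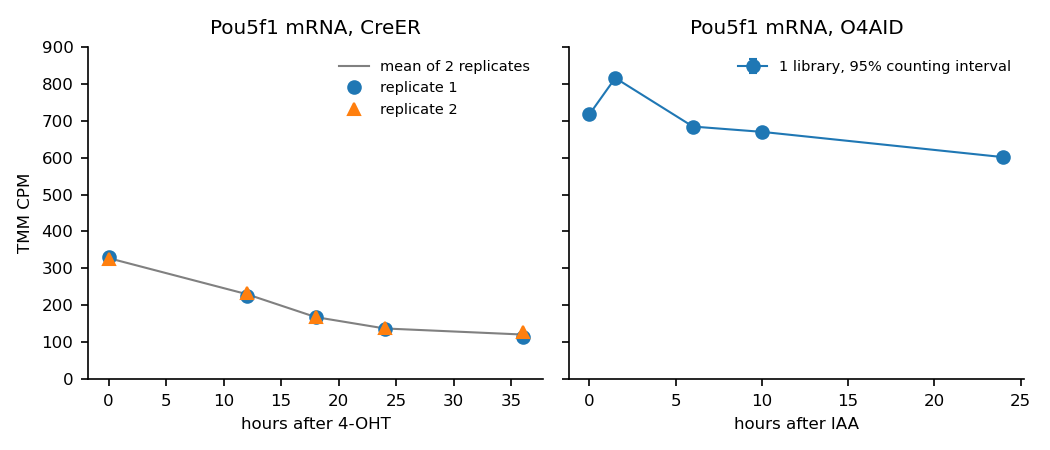
*Pou5f1* mRNA in CPM against hours of treatment, with each CreER replicate and their mean on the left and the single O4AID libraries with their 95% counting intervals on the right. In CreER the mean fell from 328 to 121 CPM by 36 h, while the O4AID libraries stayed between 601 and 816 CPM.

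The next question was how many genes changed as *Pou5f1* was deleted in CreER. Of 18969 genes tested, 75 differed from 0 h at 12 h, 1616 at 18 h, 4089 at 24 h and 6948 at 36 h. The alternative that moved these counts most was NOISeq-sim on merged replicates, which called 2, 3, 29 and 210 genes, of which edgeR also called 1, 2, 28 and 207. The share of calls that were higher than at 0 h was 65.3% at 12 h, 55.5% at 18 h, 51.0% at 24 h and 53.1% at 36 h. This share rested on the scaling, since total-count scaling put it at 36.9% at 12 h, 61.3% at 24 h and 36.0% at 36 h. The calls with an absolute log2 fold change of at least 1 were 2, both higher, at 12 h, 38 (26 higher) at 18 h, 287 (227 higher) at 24 h and 920 (616 higher) at 36 h. These counts fell with DESeq2, to 1, 8, 98 and 600, and with at least 10 counts in every library, to 1, 25, 156 and 593.

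**Figure D2:**
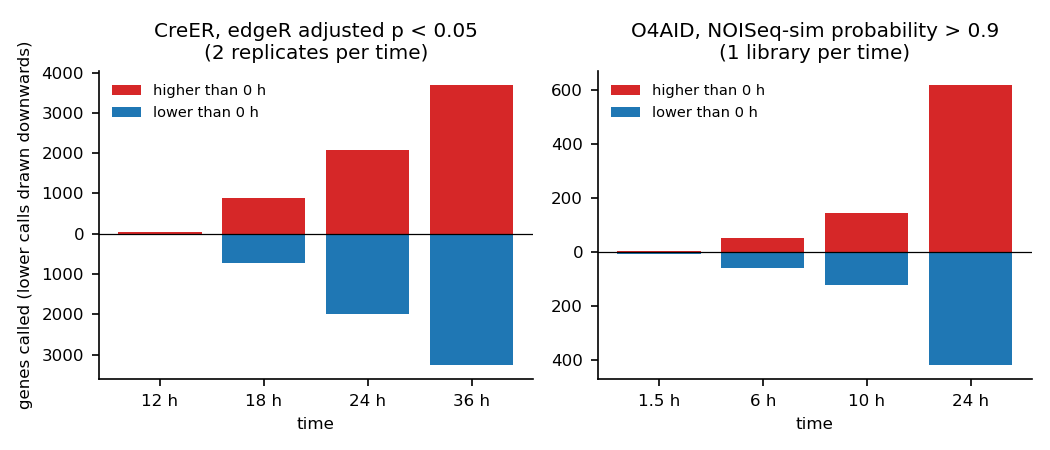
Number of genes called higher (upward bars) and lower (downward bars) than at 0 h, against time, for CreER (edgeR, 2 replicates) and O4AID (NOISeq-sim, 1 library per time). The 2 panels use different tests and scales, with 6948 calls at 36 h in CreER and 1033 at 24 h in O4AID.

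For the pluripotency genes of the study, the question was whether they fell as OCT4 was lost. In CreER, 0 of 9 passed at 12 h (4 had an unadjusted p under 0.05), 4 at 18 h, 4 at 24 h and 6 at 36 h over all genes tested. The counts adjusted over the list alone were 3, 4, 4 and 6. The median log2 fold change of the list was -0.02 at 12 h (fry adjusted p 0.53, 5 of 9 genes lower), 0.00 at 18 h (0.26, 4 lower), 0.02 at 24 h (0.08, 4 lower) and -0.11 at 36 h (0.092, 5 lower). Total-count scaling moved the 36 h value most among the scalings, to -0.20, and without replicate 2 of 0 h it was 0.014. At 18 h the sign was negative under RLE and total-count scaling, at -0.006 and -0.015, and without replicate 1 of 18 h, at -0.014. At 24 h it was negative without any 1 library, with values from -0.012 to -0.005, and at 12 h the value was -0.038 without replicate 2 of 12 h.

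The genes of this list went both ways in CreER, and its median describes these 9 genes, not pluripotency genes as a whole. *Nr0b1* (ENSMUSG00000025056, chromosome X, 86191764 to 86195947) fell from 25.6 ± 0.390 CPM (SD, n = 2) at 0 h to 11.1 ± 0.951 at 24 h. Its log2 fold change was -0.73 at 18 h (SE 0.081, adjusted p 7.19e-07), -1.21 at 24 h (SE 0.085, adjusted p 3.37e-11) and -1.25 at 36 h (SE 0.089, adjusted p 7.22e-12). At 36 h *Zfp42* was at -0.55 (adjusted p 1.7e-11), *Klf4* at -0.16 (adjusted p 0.0275, and 0.00174 to 0.0757 over the alternatives) and *Sox2* at -0.15 (adjusted p 0.00628). *Tfcp2l1* (ENSMUSG00000026380, chromosome 1, 118627945 to 118685168) rose by 0.65 (SE 0.049, adjusted p 1.17e-10), from 214 ± 5.401 to 333 ± 20.02 CPM (SD, n = 2). *Nanog* (ENSMUSG00000012396, chromosome 6, 122707489 to 122714633) rose by 0.20 at 36 h (SE 0.037, adjusted p 0.000119). *Tbx3*, *Prdm14* and *Sall4* did not pass at 36 h, with values of 0.13, -0.11 and 0.06, although *Tbx3* passed at 18 h with 0.28 and at 24 h with 0.22. *Sall4* changed sign under total-count scaling, to -0.024, and ran from 0.014 to 0.109 on leaving out 1 library. *Prdm14* changed sign without replicate 2 of 0 h, to 0.032, while *Tbx3* was at 0.04 under total-count scaling and 0.029 without replicate 1 of 36 h.

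Trophectoderm genes were examined in the same way, as the fate that ESCs take on without OCT4. In CreER, 0 of 5 passed at 12 h (2 had an unadjusted p under 0.05), 3 at 18 h, 5 at 24 h and 5 at 36 h over all genes tested, and the counts adjusted over the list alone were 0, 4, 5 and 5. The list median was 0.16 at 12 h (fry adjusted p 0.12, 3 of 5 genes higher), and from 18 h on 5 of 5 genes were higher. It was 0.43 at 18 h (fry adjusted p 0.00021), 1.01 at 24 h (3.4e-05) and 1.43 at 36 h (1.1e-05). The 12 h value was -0.029 without replicate 2 of 0 h, and the 18 h value was 0.26 without replicate 1 of 18 h and 0.65 without its replicate 2. *Hand1* (ENSMUSG00000037335, chromosome 11, 57828705 to 57832818) rose most at 36 h, by 2.71 (SE 0.082, adjusted p 3.07e-19), from 9.38 ± 1.69 to 60.4 ± 1.62 CPM (SD, n = 2). *Cdx2* (ENSMUSG00000029646, chromosome 5, 147300805 to 147307270) rose by 2.43 (SE 0.141, adjusted p 1.24e-13), from 2.75 ± 0.086 to 14.6 ± 0.281 CPM (SD, n = 2). *Gcm1* rose by 1.43, *Gata3* by 0.98 and *Krt7* by 0.94, each with an adjusted p between 1.83e-11 and 8.23e-05.

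**Figure D3:**
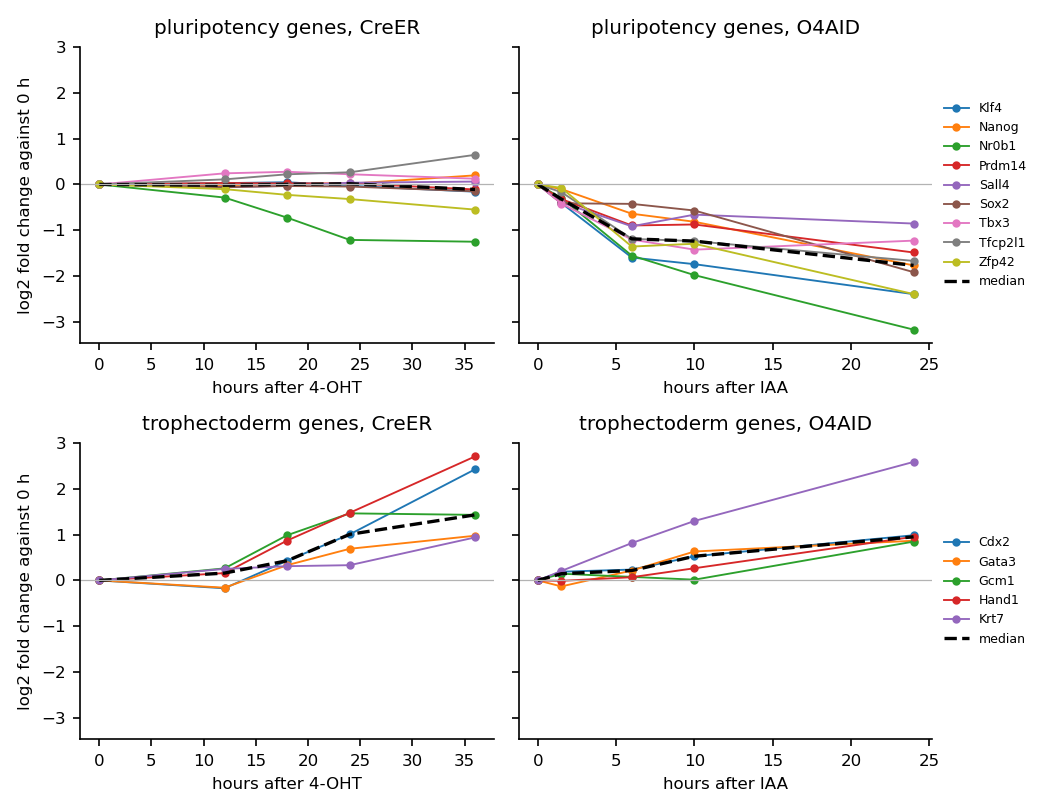
Log2 fold change against 0 h, plotted against hours of treatment, for each pluripotency gene (top) and trophectoderm gene (bottom) of the study in CreER (left) and O4AID (right), with the list median dashed. The pluripotency median ended at -0.11 in CreER and -1.77 in O4AID, and the trophectoderm median at 1.43 and 0.95.

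The largest falls at 36 h in CreER were *CT010467.1* at -5.19, *Enpp2* at -2.40, *Nlrc4* at -2.27, *Tgm3* at -2.13 and *Lef1* at -1.83. *CT010467.1* (ENSMUSG00000106106) is an rRNA gene whose reads can come from near-identical copies, and its replicates stood at 1417 and 3784 CPM at 0 h. Its change was therefore uncertain, with an adjusted p of 0.00932 that became 0.0633 with only the 4 libraries compared, within 8.19e-11 to 0.0633 over the alternatives. The other 4 falls had adjusted p between 2.56e-08 and 1.3e-13, and leaving out 1 library kept each of them at or below -1.78. The largest rises were *Pth1r* (ENSMUSG00000032492, chromosome 9, 110722085 to 110747145) at 2.85, *Ncmap* at 2.81, *Hand1* at 2.71, *S100a13* at 2.64 and *Cchcr1* at 2.64. Their adjusted p ranged from 2.16e-11 to 6.24e-22, and the lowest value on leaving out 1 library was 2.499, for *S100a13*.

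*Cchcr1* (ENSMUSG00000040312) lies downstream of *Pou5f1* on the same strand, at 35517100 to 35531015 on chromosome 17, and starts 6328 bases past its end. It ranked 1 of the 18969 genes by p-value at 12 h, with a log2 fold change of 1.89 (SE 0.061, adjusted p 5.5e-18). Its expression rose from 20.5 ± 2.23 CPM (SD, n = 2) at 0 h to 76.1 ± 4.22 at 12 h and 127 ± 0.892 at 36 h. In O4AID its log2 change was -0.15 at 24 h (95% interval -0.26 to -0.03).

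**Figure D4:**
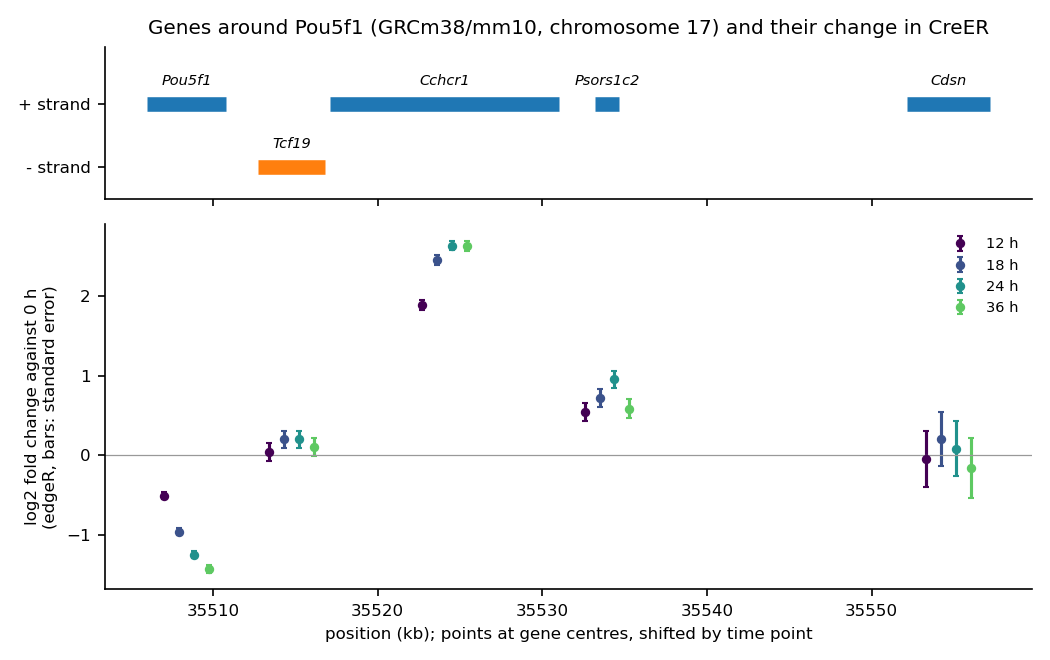
Genes around *Pou5f1* on chromosome 17 (GRCm38/mm10) by strand, and their edgeR log2 fold change with standard error at each CreER time. *Cchcr1* reached 2.64 and *Psors1c2*, farther along the same strand, 0.96 at 24 h, while *Tcf19* on the other strand stayed between 0.04 and 0.20.

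Further lists were tested in CreER with the same method. Other trophoblast genes rose, with a median of 0.18 at 12 h (fry adjusted p 0.028), 0.35 at 18 h (0.00033), 0.44 at 24 h (9.9e-05) and 0.94 at 36 h (1.2e-05, 11 of 11 genes higher). Primitive endoderm genes gave 0.016 (0.5), 0.11 (0.13), 0.31 (0.013) and 0.57 (0.002, 5 of 7 higher) at the same times. Their 12 h sign was negative under total-count scaling (-0.023) and without replicate 2 of 0 h (-0.048), while without replicate 1 of 0 h it was 0.17, and their 18 h value was 0.27 without replicate 1 of 0 h and 0.23 without replicate 2 of 18 h. Their 36 h value was 0.39 to 0.47 on leaving out 1 library, and over all 8 genes, on the log2 scale of CPM plus 1, it was 0.205. Formative epiblast genes fell, with -0.12 (0.047), -0.21 (0.013), -0.33 (0.0016) and -0.87 (0.00013, 7 of 8 lower). Targets of p53 gave 0.03 (0.24), 0.19 (0.00031), 0.28 (0.00012) and 0.34 (2.2e-05, 8 of 10 higher), and their 12 h sign was negative under total-count scaling (-0.008) and without replicate 2 of 12 h (-0.004). AhR targets gave -0.06 (0.4), 0.26 (0.0098), 0.62 (0.00031) and 0.53 (0.00013, 4 of 5 higher), and without replicate 2 of 0 h the 12 h value was -0.029 and the 24 h value 0.41. Of the 28 tests of lists besides other pluripotency, 19 passed with fry and 9 with camera, and the 9 were all among the 19. Among these, the camera calls were the study trophectoderm, other trophoblast and p53 lists at 18, 24 and 36 h. The other pluripotency list also passed with both tests at 18, 24 and 36 h, with camera adjusted p of 0.026, 0.023 and 0.023.

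In O4AID, the question was what changed soon after OCT4 protein was degraded. NOISeq-sim called 11 genes (4 higher) at 1.5 h, 111 (51 higher) at 6 h, 269 (146 higher) at 10 h and 1033 (616 higher) at 24 h, out of 27596, 27576, 27815 and 28057 genes compared. The alternative that moved the counts most was a mean of at least 10 counts, which gave 29, 270, 534 and 1672. The same procedure between the 2 replicates of each CreER group, where no treatment differs, called 2, 3, 0, 0 and 1 genes.

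Of the 11 genes called at 1.5 h, 4 were snRNA genes, 1 was an rRNA gene and 4 were protein-coding. The rRNA gene *CT010467.1* was at -2.25, and the U1 snRNA genes *Gm24830*, *Gm22513*, *Rnu1b6* and *Gm26232* were at -1.49, -1.31, -1.20 and -1.19. Reads of these 5 genes can come from near-identical copies, so which copies changed was uncertain. The rises were *Cyp1a1* at 2.78 (95% interval 2.53 to 3.00), *Prr15* at 1.48 (1.27 to 1.69), *Edn1* at 1.17 (0.91 to 1.42) and *Mobp* at 0.90 (0.61 to 1.17).

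The pluripotency genes of the study fell in the O4AID libraries, with 9 of 9 lower than at 0 h at each of the 4 times. NOISeq-sim called 0 of them at 1.5 h, 3 at 6 h, 3 at 10 h and 7 at 24 h. The list median was -0.32 at 1.5 h (95% counting interval -0.39 to -0.26), -1.19 at 6 h (-1.21 to -1.15), -1.24 at 10 h (-1.26 to -1.22) and -1.77 at 24 h (-1.79 to -1.74). Each value lay at percentile 0.0 of the matched random lists, whose 24 h medians ran from -0.41 to 0.14 over their central 95%. With the 1.5 h library as the reference the 6 h median was -0.79. At 24 h the log2 change was -3.17 for *Nr0b1* (95% interval -3.33 to -3.01), -2.40 for *Zfp42*, -2.40 for *Klf4*, -1.92 for *Sox2*, -1.77 for *Nanog* and -1.67 for *Tfcp2l1*. *Prdm14* was at -1.49, *Tbx3* at -1.23 and *Sall4* at -0.86.

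The trophectoderm genes of the study rose later in the same libraries. NOISeq-sim called 0 of 5 at 1.5 h and 6 h, 1 at 10 h and 4 at 24 h, and 5 of 5 were above 0 h from 6 h on. Some of these rises lay within counting error, as the 95% interval included 0 for all but *Krt7* at 6 h. At 10 h it included 0 for *Hand1* (-0.01 to 0.54) and *Gcm1* (-0.17 to 0.22). The list median was 0.15 at 1.5 h (95% counting interval -0.06 to 0.25, percentile 93.4), 0.22 at 6 h (0.03 to 0.38, 94.7), 0.53 at 10 h (0.26 to 0.72, 99.8) and 0.95 at 24 h (0.80 to 1.12, 99.9). These genes started low, at 4 counts for *Gcm1* and 55 for *Gata3* at 0 h, so the size of the rise rested on the pseudocount: the 24 h median was 2.02 with a pseudocount of 0.1 and 0.37 with 5. At 24 h *Krt7* was at 2.59 (2.34 to 2.80), *Cdx2* at 0.99, *Hand1* at 0.95, *Gata3* at 0.87 and *Gcm1* at 0.85.

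The largest falls at 24 h in O4AID were *C1ql2* (ENSMUSG00000036907, chromosome 1, 120340582 to 120343174) at -4.47, *Trpm1* at -3.81, *Jam2* at -3.68, *Tcl1* at -3.40 and *Pou2f3* at -3.34. *C1ql2* went from 2212 counts at 0 h to 57 at 24 h and had at most 4 counts in any CreER library. In CreER at 36 h *Jam2* was at -0.96 (adjusted p 4.13e-11) and *Tcl1* at -0.95 (adjusted p 1.36e-10), while *Pou2f3* was at -0.05 (adjusted p 0.919) after -0.82 at 24 h (adjusted p 0.0937). At 36 h *Pou2f3* changed sign without replicate 1 of 0 h (0.20) and without replicate 1 of 36 h (0.05). The largest rises were *Cyp1a1* (ENSMUSG00000032315, chromosome 9, 57697613 to 57703822) at 7.35, *Cyp1b1* at 6.08, *Sprr2a1* at 4.97, *Peg10* at 4.82 and *Tmprss2* at 4.74. In CreER at 36 h *Tmprss2* was at 2.56 (adjusted p 2.76e-14), *Cyp1b1* at 1.28 (adjusted p 1.17e-12), *Peg10* at 0.77 (adjusted p 6.58e-14) and *Cyp1a1* at 0.53 (adjusted p 0.0242, and 0.0258 to 0.129 over the alternatives; 0.32 without replicate 2 of 0 h). *Sprr2a1* was not tested there, with at most 5 counts in any CreER library.

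The further lists were placed among matched random lists in O4AID, at 1.5, 6, 10 and 24 h in turn. Other trophoblast genes had medians of 0.04, 0.40, 0.23 and 0.38, at percentiles 77.1, 100.0, 99.2 and 99.6, and the 24 h median over all 13 genes, which counts the 2 genes without a read in any O4AID library as unchanged, was 0.07. Primitive endoderm genes had 0.06, 0.29, 0.34 and 0.47, at percentiles 83.2, 99.9, 99.7 and 99.5. Formative epiblast genes had -0.12, -0.07, -0.02 and 0.13, at percentiles 1.97, 10.7, 34.3 and 85.6. Targets of p53 had 0.09, 0.17, -0.004 and 0.41, at percentiles 99.8, 99.7, 70.0 and 99.97, and the 10 h value was 0.065 under total-count scaling. AhR targets had 0.36, 2.08, 2.74 and 3.30, each at percentile 100.0, with 5 of 5 genes higher at each time.

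**Figure D5:**
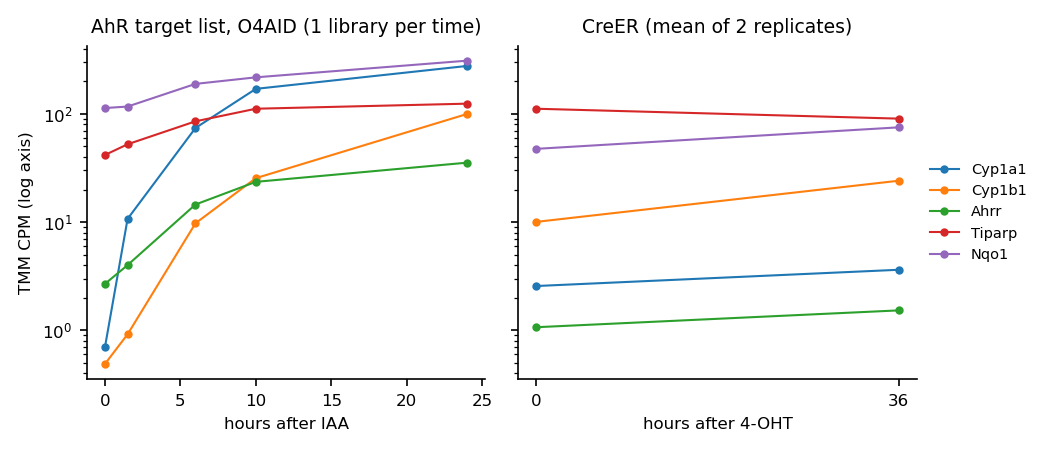
Expression in CPM (log axis) of the 5 AhR target genes against hours of treatment, in single O4AID libraries (left) and as the mean of 2 CreER replicates at 0 h and 36 h (right). *Cyp1a1* rose from 0.70 to 277 CPM in O4AID and from 2.57 to 3.63 CPM in CreER.

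The systems were then compared at the time they share, 24 h. On the log2 scale of CPM plus 1, the pluripotency median of the study was -1.77 in O4AID and 0.013 in CreER, where the replicates alone gave 0.011 and -0.015. The difference was -1.78, and with CreER at 36 h in place of 24 h it was -1.67. The other pluripotency median was -1.77 in O4AID and -0.31 in CreER, where the replicates gave -0.33 and -0.31. Its difference was -1.46, and its CreER value at 36 h was -0.74. The trophectoderm median was 0.95 in O4AID and 0.80 in CreER, where the replicates gave 0.78 and 0.81. That difference of 0.16 became 1.04 with a pseudocount of 0.1 and -0.31 with CreER at 36 h. None of these differences was tested, since O4AID has 1 library per time.

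Across 16976 genes, the log2 fold changes of O4AID at 24 h and CreER at 36 h correlated with Pearson's r 0.391 and Spearman's rho 0.376. Genes are not independent replicates, so no p-value is given, and with genes at a mean CPM of at least 10 Pearson's r was 0.439. Of 3505 genes called higher at 36 h in CreER, 70.0% were higher at 24 h in O4AID, and of 2998 called lower, 77.0% were lower, while 48.5% of all compared genes were higher there. Of 542 genes that NOISeq-sim called higher in O4AID at 24 h, 298 were called higher in CreER at 36 h, 40 were called lower and 204 were not called. Of 362 called lower in O4AID, 159 were called lower in CreER, 48 were called higher and 155 were not called.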

Values the study reported

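The study stated that *Nr0b1* was among the pluripotency-associated genes that went down within 24 h of inducing *Pou5f1* deletion in CreER cells. In O4AID cells it stated that the tagged OCT4 protein could no longer be detected within 2 h of adding IAA.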

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

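All tests in this part were chosen only after the results they examine had been seen. Each result here moved one way between 0 h and 24 h in the O4AID library and the opposite way in both CreER replicates. With 1 O4AID library per time, the difference was not tested for any of them. Of the 39 named genes with more than 3 counts in a CreER library of 0 h or 24 h, 11 did so, or 28.2%, and random signs would give 30.4%, since both CreER replicates share their 0 h libraries. Of 8 lists, 1 did so. The number of such results is therefore not above what random signs give. Random signs do not allow for named genes chosen for the same direction in both CreER replicates, so no conclusion is drawn from the number. Any weight of these results lies in their size.

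Among the pluripotency genes of the study, the O4AID change minus the CreER change was -1.45 for *Tbx3*, -1.93 for *Tfcp2l1*, -1.52 for *Prdm14* and -0.89 for *Sall4*. The O4AID changes were -1.23, -1.67, -1.49 and -0.86. The CreER replicates gave 0.20 and 0.23 for *Tbx3*, 0.31 and 0.21 for *Tfcp2l1*, 0.011 and 0.056 for *Prdm14*, and 0.018 and 0.053 for *Sall4*, so the opposite direction of *Prdm14* and *Sall4* is small. The tables argue against scaling as the cause, since the difference of the list medians was -1.69 under total-count scaling. They argue against a single deviating O4AID library at 0 h or 24 h, since the list median between the 6 h and 1.5 h libraries, which use neither, was -0.79, outside the range of -0.12 to 0.10 of the matched random lists. A slower loss of OCT4 in CreER may contribute. The CreER list median was -0.11 at 36 h, when *Pou5f1* reads still stood at 121 CPM. Counts per gene do not show which exons remained, so these reads do not show how much intact mRNA was left. Remaining protein was not measured here. The paper reported that complete loss of OCT4 RNA and protein after this deletion needed more than a day, in cells whose medium was also changed. The other pluripotency list fell further with time in CreER, from -0.07 at 12 h to -0.32 at 24 h and -0.74 at 36 h. A different untreated state of the lines stays open: these 9 genes were 1.31 higher in untreated O4AID than in untreated CreER (percentile 99.9 of matched random lists), which does not show that the starting level set the later fall. The other pluripotency list was 0.33 higher (percentile 80.2), inside the range of -0.33 to 0.62 of its matched random lists, so a higher start was not shown for it. These explanations cannot be told apart, because line, strain and route of depletion go together in the design, and no line was treated both ways.

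The formative epiblast list differed by 0.46, with 0.13 in O4AID and -0.35 and -0.32 in the CreER replicates. Its member *Lef1* differed by 2.26, with 1.27 in O4AID and -1.11 and -0.88 in CreER. A candidate explanation is the starting level: the list was lower in untreated O4AID than in untreated CreER by a median of -2.52 (percentile 0.02 of matched random lists), which leaves less expression to lose. *Lef1* had 55 counts in untreated O4AID, or 1.17 CPM, against 25.9 CPM in untreated CreER. The low starting level does not by itself account for the rise of *Lef1*, for which no explanation was tested, and the difference between the lines stays open as a biological one.

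*Cchcr1* differed by -2.74, with -0.15 in O4AID and 2.62 and 2.57 in the CreER replicates. The tables argue against loss of OCT4 in either system as the cause, since *Cchcr1* was at -0.146 in O4AID at 24 h, where the trophectoderm list rose by 0.95. They also argue against a rise of the whole region, since the 16 other genes within 200 kb had a median of -0.091 in CreER at 36 h. Transcription that runs on from the recombined *Pou5f1* locus may reach *Cchcr1*: the next gene along the same strand, *Psors1c2*, which starts 22429 bases past *Pou5f1*, was at 0.96 at 24 h (adjusted p 1.77e-07), while *Tcf19*, which lies between them on the other strand, stayed between 0.04 and 0.20 with adjusted p of at least 0.206. Gene counts cannot show where such reads start, and the strand setting of the counting was not stated.

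The other differences were 1.74 for *Nlrc4*, -1.79 for *Ncmap*, -0.96 for *Edn1*, -3.85 for *Trpm1* and -0.30 for *Gm26232*. *Nlrc4* had 7 counts at 0 h and 18 at 24 h in O4AID, so its O4AID rise of 0.26 (95% interval 0.02 to 0.49) rests on few reads. *Ncmap* fell by 0.82 in O4AID from 7.49 CPM and rose by 1.03 and 0.91 in CreER from 0.73 CPM. *Edn1* fell by 0.72 in O4AID, from 69 counts to 24 after the rise at 1.5 h, and rose by 0.30 and 0.18 in CreER, where it did not pass at 24 h (adjusted p 0.145) and passed at 36 h with 0.61 (adjusted p 0.000771). *Trpm1* had at most 4 counts in each CreER library of 0 h and 24 h, so its changes of 0.02 and 0.05 there carry no direction. *Gm26232* is a U1 snRNA gene whose reads can come from near-identical copies, and its O4AID change of -0.02 lies within counting error (-0.21 to 0.17), against 0.18 and 0.39 in CreER. No explanation was tested for these 5 genes.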

How the results depend on the processing

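No test here was chosen after its result was seen, apart from leaving out replicates for the lists beyond those of the study and the alternatives for the ERK and Wnt lists. Over 175 results, 978 alternative values were computed, of which 755 kept their direction and side of the threshold or moved by less than the spread between replicates or the counting interval.

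Counts of changed genes depended on the test and on the filter. In CreER, an added requirement of an absolute log2 fold change of at least 1 gave 2, 38, 287 and 920 genes at 12, 18, 24 and 36 h, which follows from the stricter definition. NOISeq-sim on merged replicates gave 2, 3, 29 and 210. DESeq2 gave 989 at 18 h and 2595 at 24 h, and no count filter gave 222 at 12 h; the cause was not tested. RLE, total-count scaling, at least 10 counts in every library and the 4 libraries compared fitted alone stayed within 1.5 times of each count. Leaving out a replicate leaves a single library in one arm, so no counts were made that way. In O4AID, a mean of at least 10 counts gave 29, 270, 534 and 1672 at 1.5, 6, 10 and 24 h, and the 1.5 h library as the reference gave 56 at 6 h; the cause was not tested. RLE, total-count scaling and another random seed stayed within 1.5 times of each O4AID count. So did the number of genes with an absolute log2 change of at least 1 and a CPM of at least 1 in either library. That number does not use NOISeq-sim and is not a stricter form of its calls.

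The study pluripotency list in CreER lay so near 0 that its sign was not stable. At 18 h it was -0.006 under RLE, -0.015 under total-count scaling and -0.050 as a mean, with adjusted p from 0.22 to 0.67 over the alternatives, and at 24 h its mean was -0.116, with 0.0669 to 0.67. At 36 h total-count scaling gave -0.195 with an adjusted p of 0.0228, against 0.0228 to 0.67 over the alternatives for that result; the cause was not tested. Across the 4 fits that each left out 1 library, it ran from -0.038 to -0.011 at 12 h, from -0.014 to 0.007 at 18 h, from -0.012 to -0.005 at 24 h and from -0.124 to 0.014 at 36 h, where the value of 0.014 was without replicate 2 of 0 h. The value at 24 h was negative in each of these fits and 0.015 with all libraries. The study trophectoderm list ran from -0.029, without replicate 2 of 0 h, to 0.229 at 12 h, and from 0.264, without replicate 1 of 18 h, to 0.647, without replicate 2 of 18 h. At 24 h and 36 h it stayed from 0.967 to 1.04 and from 1.37 to 1.48, and its calls held under RLE, total-count scaling, a prior count of 2 and camera.

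In O4AID the study pluripotency list stayed negative under each alternative. At 6, 10 and 24 h it was -1.12, -1.17 and -1.66 under total-count scaling, -1.09, -1.18 and -1.88 as a mean, and -0.786, -1.01 and -1.51 with the 1.5 h library as the reference, which leaves out the fall before 1.5 h. The study trophectoderm list depended on the pseudocount. With 0.1 it was 0.343, 0.404, 0.88 and 2.02 at 1.5, 6, 10 and 24 h, with 5 it was 0.192 at 10 h and 0.368 at 24 h, and as a mean it was 1.25 at 24 h. A small pseudocount enlarges the ratio of low counts, so the few reads of these genes at 0 h limit how well the size of their rise is known.

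The 24 h difference between systems for the pluripotency list was -1.755 under RLE and -1.67 with CreER at 36 h, and ran from -1.78 to -1.75 over the fits that left out 1 CreER library. For the trophectoderm list it was 1.04 with a pseudocount of 0.1 and -0.308 with CreER at 36 h, where that list had risen further. The correlation across genes was 0.439 at a mean CPM of at least 10, 0.355 with CreER at 24 h, 0.354 with a pseudocount of 0.1, and 0.376 to 0.384 over the fits that left out 1 CreER library; the cause was not tested. *Pou5f1* in CreER at 36 h ran from -1.51 to -1.36 over such fits. In O4AID total-count scaling put *Pou5f1* at 0.219, -0.003, -0.027 and -0.141 at 1.5, 6, 10 and 24 h; the cause was not tested.

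Among the other lists in CreER at 12 h, total-count scaling reversed the primitive endoderm list (-0.023) and the p53 targets (-0.008) and took the other trophoblast list to 0.137 (adjusted p 0.0693, and 0.0339 to 0.0693 over its alternatives). *Sall4* at 36 h reversed under total-count scaling, to -0.024; the cause was not tested for any of these. Over all single genes and further lists, 43 other values moved under alternatives that kept all libraries and 96 moved when 1 library was left out, while 10 values over 6 results became weaker and 1 became stronger.

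The replicate number of the labels does not pair the samples: the differences between replicates 2 and 1 in different groups correlated between -0.125 and 0.132 across 10011 genes. Fitted as a block, it gave 89, 1677, 4139 and 7000 genes, changed no call of the study lists, and took the formative epiblast list at 12 h to -0.119 with an adjusted p of 0.0722, against 0.0108 to 0.0722 over its alternatives.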

Other observations

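The tests of AhR targets and of a swap of libraries were chosen only after the results they examine had been seen; those of the ERK, Wnt, mitochondrial and chromosome patterns were set out before their results were computed.

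AhR targets rose in O4AID after IAA and reached a median of 3.30 at 24 h. The tables argue against scaling as the cause, since the median was 3.40 under total-count scaling. A candidate explanation is that IAA, an indole, acts through AhR: the list had risen by 0.363 at 1.5 h, at percentile 100.0 of matched random lists, with 5 of 5 genes higher, when 11 genes in all were called. A part played by loss of OCT4 stays open. In CreER, which received no IAA, the list was at 0.525 at 36 h, but 1 of its 5 genes fell (*Tiparp*, -0.29) and OCT4 may not have been fully lost. Cells treated with IAA but without the degron were not analysed here. The study pluripotency list was already at -0.32 at 1.5 h, so IAA and loss of OCT4 cannot be told apart at 1.5 h or later.

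The untreated libraries of the lines differed before any treatment. In O4AID relative to CreER the study pluripotency list was 1.31 higher, the study trophectoderm list was at -2.43 and the formative epiblast list at -2.52. The other pluripotency list was at 0.33 (percentile 80.2 of matched random lists), the primitive endoderm list at -0.03 and the p53 targets at 0.03. A swap or mixing of libraries is argued against by Y-linked genes: *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* together held 10274 to 12549 reads in each O4AID library and 12 reads over the 10 CreER libraries, with at most 4 in a library and 0 in *Ddx3y* and *Eif2s3y*. The labels give 2i/LIF medium for both lines, in which a MEK and a GSK3 inhibitor are present. Less effective MEK inhibition in CreER may account for part of the difference, since ERK pathway targets were lower in untreated O4AID by a median of -1.38 (percentile 0.07 of matched random lists). The same was not clear for GSK3, since Wnt pathway targets were at 0.749 (percentile 91.0). Strain and line differ as well, and these cannot be told apart from the medium for either the ERK or the Wnt targets.

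A change of medium when 4-OHT was added could alter CreER expression apart from *Pou5f1*. The ERK list was at 0.081 at 12 h (fry adjusted p 0.35, 6 of 9 genes higher) and at 0.03 without replicate 2 of 12 h, which leaves this open, since all CreER times after 0 h received 4-OHT. At 18, 24 and 36 h the ERK list was at 0.06 (adjusted p 0.49), 0.012 (0.35) and -0.35 (0.004, 6 of 9 lower), and the 36 h call did not hold under camera (unadjusted p 0.12). It was at 0.038 without replicate 1 of 18 h, and at 24 h at -0.021 without replicate 2 of 0 h and -0.017 without replicate 2 of 24 h.

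The Wnt list in CreER was at 0.13 (adjusted p 0.49), 0.15 (0.31), 0.14 (0.35) and 0.33 (0.35) at 12, 18, 24 and 36 h. Without replicate 2 of 0 h these values were 0.005, -0.015, -0.008 and 0.075, and without replicate 1 of 36 h the last was -0.10. Without replicate 1 of 0 h they moved the other way, to 0.33, 0.31, 0.27 and 0.49. In O4AID at 1.5, 6, 10 and 24 h the ERK list was at -0.18, -0.06, -0.04 and -0.82 (percentiles 0.44, 25.7, 36.9 and 0.0), and the Wnt list at 0.05, 0.63, 1.12 and 1.38 (80.2, 100.0, 100.0 and 100.0). The Wnt list was divided: 4 of 7 genes were higher and 3 lower at 1.5, 6 and 10 h. At 24 h, 5 were higher and 2 lower. No explanation was tested for these list values.

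Whole chromosomes also differed between the untreated lines. Genes of chromosome 8 lay below the other autosomes by a median log2 value of -0.60 in untreated O4AID relative to CreER, and by -0.61 in the 24 h libraries. A few strongly changed genes are argued against as the cause, since 76.9% of the 636 genes of chromosome 8 lay below the median of the other autosomes. A loss or gain of a whole copy may be the source, since both parts of the chromosome showed the shift, at -0.527 and -0.655, near the -0.585 that 2 copies against 3 would give. For chromosome 14 the parts differed, at -0.311 and -0.705, so a whole copy stays open there. Genes of chromosome X had a median of -0.017, against 0.126 to 0.332 for the 17 other autosomes, which argues against scaling as the cause. The Y-linked reads of O4AID and their absence from CreER are a sex or karyotype difference between the lines, which no library here separates from the system of depletion.

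Mitochondrial rRNA took a larger share of reads than at 0 h in each later CreER library, without a steady rise, and in O4AID this held for both genes at 24 h alone. In CreER at 36 h *mt-Rnr2* was at 0.95 and *mt-Rnr1* at 0.58, and in O4AID at 24 h at 0.48 and 0.185. Less efficient depletion of rRNA is argued against as the whole cause in CreER, since the 13 mitochondrial mRNAs had a median of 0.498 in the lower replicate, and the nuclear rRNA gene fell. More mitochondrial RNA of each kind may account for the CreER rise, since the mRNA median was 0.642. In O4AID the mRNA median was 0.055, so the same reading was not reached there, and no other explanation was tested.

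At 1.5 h in O4AID, the 34 snRNA genes with reads had a median log2 change of -0.63, and at 24 h of 0.03. These transcripts are short and present in many near-identical copies. No explanation was tested.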
